A study of Homo sapiens with 15 samples. Its data were reported in "Stress signaling in breast cancer cells induces matrix components that promote chemoresistant metastasis" (2018).

How the data were processed

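Gene expression was measured in MDA231-LM2 cells, a lung metastatic derivative of a human breast cancer cell line. RNA from 15 cultures was labelled with biotin and hybridized to Affymetrix Human Genome U133 Plus 2.0 arrays, which read each transcript with sets of short probes close to its 3′ end. The arrays form 5 groups of 3. In the transduced arm, cells carried an empty lentiviral vector, MKK7-JNK (a fusion of the kinase JNK1 to its upstream activator MKK7, which keeps JNK active) or MKK7-JNK(mut) (the same fusion with JNK1 mutated so that MKK7 cannot activate it), and were cultured for 48 h. In the drug arm, cells received the JNK inhibitor CC-401 (JNKi) at 4 µM or its DMSO vehicle for 48 h. The series description states that the 3 samples of each condition are biological replicates.

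The authors normalized the arrays with RMA, which corrects background, equalizes the arrays' distributions and summarizes each probe set. The deposited values are probe set intensities. Their scale is not stated in the sources used here and was settled from the values, which are all positive and run from 45.6 to 22370, so that they were read as linear RMA intensities and converted to log2. Whether all 15 arrays were normalized together is also not stated, and the direction of every difference follows from the group labels. Median intensities were 103, 103.4 and 103.4 for empty vector replicates 1 to 3, 103.8, 102.9 and 103.4 for MKK7-JNK, 101.5, 101.8 and 103.6 for MKK7-JNK(mut), 103.2, 102.9 and 103 for vehicle, and 102.4, 102.6 and 102.1 for JNKi. The lowest intensity on an array lay between 45.6 and 48.8, a floor that shrinks the fold changes of dim genes, so a small change of a dim gene is a poor guide to its true size. No detection calls were used here. For arrays there is no count of molecules, and the precision rests on 3 arrays per group.

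Of 54675 probe sets, 62 control probe sets and 2 with a missing value were left out, and 54611 were tested. The platform's annotation gave 41091 of them 1 gene symbol, 1801 several and 11719 none; only the first were named. Symbols were updated through the RefSeq gene table for GRCh38, and 54 symbols not found there were kept as annotated. This left 19775 genes. Each gene was represented by its probe set with the highest mean over the 15 arrays. The sources name no genome build for the probe annotation, so no coordinates are given. MAP2K7, which encodes MKK7, is not named in the annotation used here and was not analysed.

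Differences were tested with limma 3.58.1 in R 4.3.3 (linear model and empirical Bayes moderation, two-sided), fitting only the 6 arrays of each comparison, with Benjamini-Hochberg adjustment over all 54611 probe sets and a threshold of 0.05 on the adjusted p. All adjusted p-values for genes are from this test unless another fit is named, and the error after a log2 fold change is its SE. Group levels are mean log2 intensities ± SD with n = 3. The 4 comparisons were MKK7-JNK against empty vector, MKK7-JNK against MKK7-JNK(mut), MKK7-JNK(mut) against empty vector, and JNKi against vehicle. The signature was defined as genes at least 1.4-fold higher with MKK7-JNK than with empty vector and at least 1.4-fold lower with JNKi than with vehicle, both with an adjusted p under 0.05.

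A total of 20 gene lists (647 entries, 616 different genes, of which 577 were measured) were written from general knowledge. They cover AP-1 subunits, MAPK feedback inhibitors, extracellular matrix (ECM) glycoproteins and proteoglycans, collagens and their modifying enzymes, matrix proteases and their inhibitors, wound-healing growth factors and clotting factors, integrins and migration, inflammatory cytokines and NF-κB targets, basal and mammary stem cell markers, luminal markers, cell cycle, cholesterol synthesis and uptake, p53 targets, the integrated stress and unfolded protein responses, heat shock proteins, interferon-stimulated genes, hypoxia and glycolysis, lysosome, YAP and SRF targets, and markers of leukocytes, fibroblasts and endothelium. Each list was tested against all other genes with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 20 lists. The lists, the tests, the signature and the rule for named genes were fixed before the data were examined. That rule takes MAPK8, MAP2K7, JUN, SPP1 and TNC in each comparison, the 10 largest rises and falls with adjusted p under 0.05 and no overlap between the groups' arrays in the comparisons of MKK7-JNK with empty vector and of JNKi with vehicle (5 in the other comparisons), up to 4 members with the smallest adjusted p of each list described, and the 10 signature genes whose smaller fold change was largest.

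Same-numbered arrays of the transduced arm deviated together from their group means. The 9 correlations between same-numbered arrays of different groups, across genes, ran from 0.26 to 0.43, and the 18 between differently numbered arrays from −0.27 to −0.016. This pairing comes from the data, since the labels give only the shared numbers. For this arm, fits with the replicate number as a block are therefore given where they change a printed call or move a printed count by more than 1.5 times. No 2 arrays were identical (highest correlation 0.9961, between vehicle replicates 1 and 2).

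On simulated data with the spread of each comparison, in which genes were changed by a known factor among 19775, limma recovered 38.81% of 67 genes changed 1.4-fold and 85.07% of 67 changed 2-fold for MKK7-JNK against empty vector. The shares were 25.37% and 73.13% for MKK7-JNK against MKK7-JNK(mut), 22.39% and 80.6% for MKK7-JNK(mut) against empty vector, and 59.7% and 95.52% for JNKi against vehicle. In each simulation 67, 67 and 66 genes were changed 1.4-fold, 2-fold and 4-fold, and the adjustment ran over 54611 probe sets. With so few changed genes the adjustment is stricter than where many change. The shares may therefore understate the recovery in real comparisons with many changed genes. Alternatives tried were a fit of all 5 groups, the replicate block, removal of dim probe sets (lowest 40 percentiles), subtraction of array medians, quantile normalization, an intensity trend in the prior variance, the mean of all probe sets of a gene, fold minimums, other control groups, other set tests, and leaving out each array in turn. Figures were drawn with matplotlib 3.10.9.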

Results

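To ask how JNK signaling shapes gene expression in metastatic breast cancer cells, transcripts were measured in MDA231-LM2 cells in which JNK (c-Jun N-terminal kinase) activity was raised or inhibited. Each of the 5 groups held 3 biological replicates, profiled on 1 array each. Median intensities of the 15 arrays lay between 101.5 and 103.8. Correlations across probe sets between arrays of the same group were 0.9922 to 0.9939 for empty vector, 0.993 to 0.9939 for MKK7-JNK, 0.9871 to 0.9909 for MKK7-JNK(mut), 0.9957 to 0.9961 for vehicle and 0.9955 to 0.9957 for JNKi. The 3′ minus 5′ signal of ACTB, a sign of RNA quality, was 0.282 and 0.183 (log2) on MKK7-JNK(mut) replicates 1 and 2, against −0.115 to 0.0833 on the other arrays.

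The fusion transcript was looked for first. Of the 5 probe sets of MAPK8, the gene of JNK1, 1 read 9.26 ± 0.31 with MKK7-JNK and 9.618 ± 0.64 with MKK7-JNK(mut), compared with 8.28 ± 0.042 with empty vector. The rise with MKK7-JNK was +0.98 (SE 0.14, adjusted p = 0.009), and the difference of +1.34 (SE 0.27) for the mutant did not pass the test (adjusted p = 0.511). All 3 arrays of each fusion group lay above all 3 empty vector arrays, which ran from 8.244 to 8.326. A second probe set differed by +0.778 with MKK7-JNK (adjusted p = 0.0502, and 0.0163 with the replicate block) and by +1.13 with the mutant (adjusted p = 0.414). Another MAPK8 probe set fell with the replicate block (−0.427, SE 0.17 without the block, adjusted p = 0.0195 with it and 0.245 without). The brightest MAPK8 probe set differed by −0.135 (adjusted p = 0.299) between MKK7-JNK and empty vector. Which part of the transcript each of these probe sets reads was not analysed here.

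Comparison of MKK7-JNK with empty vector addressed which genes respond to constitutively active JNK. The ECM glycoprotein tenascin C (TNC) rose from 8.708 ± 0.048 to 10.73 ± 0.15 (+2.02, SE 0.083, 4.06-fold, adjusted p = 0.000179), and the secreted hormone stanniocalcin 1 (STC1) from 11 ± 0.25 to 13.19 ± 0.073 (+2.19, SE 0.12, adjusted p = 0.000296). Of the 3 TNC probe sets 2 were called, and the remaining one differed by +0.399 (adjusted p = 0.0996). The inflammatory cytokine IL1B rose 7.04-fold, from 9.735 ± 1.3 to 12.55 ± 0.88 (adjusted p = 0.0487), and the chemokine CXCL3 5.18-fold (adjusted p = 0.0278). Further large rises were those of the surface protein CD24 (5.6-fold), TMEM158 (4.2-fold), keratin KRT19 (4.01-fold), TMCC3 (3.88-fold), the MAPK phosphatase DUSP10 (3.83-fold) and thrombomodulin THBD (3.74-fold). The basement membrane chain LAMA5 fell 4.86-fold, from 10.12 ± 0.17 to 7.845 ± 0.057 (adjusted p = 0.000179). The collagen COL6A1 fell 4.17-fold, the transporter SLCO4A1 3.72-fold, the calcium-binding S100A4 3.46-fold and the BMP target ID1 3.44-fold. THBS1, PLAC8, IFIT2, IGFBP4 and ID3 fell between 3.13-fold and 3.35-fold. Not all probe sets of these genes were called. The share was 3 of 8 for COL6A1, 3 of 7 for THBS1, and 1 of 2 for SLCO4A1 and for KRT19. For the other genes named here besides TNC, all probe sets were called the same way.

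JUN, a transcription factor that JNK phosphorylates, rose by 0.325 (SE 0.067, 1.25-fold, adjusted p = 0.0337), with 2 of its 4 probe sets called. SPP1, which encodes osteopontin, read 6.828 ± 0.37 with MKK7-JNK and 6.363 ± 0.072 with empty vector, near the array medians of 6.666 to 6.698. Its difference of +0.465 (SE 0.16) did not pass the test (adjusted p = 0.178, and 0.0395 when all 5 groups were fitted together), although all 3 MKK7-JNK arrays lay above all 3 empty vector arrays. The fit of all 5 groups takes 1 variance per gene over all arrays, so the spread of the drug arm enters it.

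**Figure D1:**
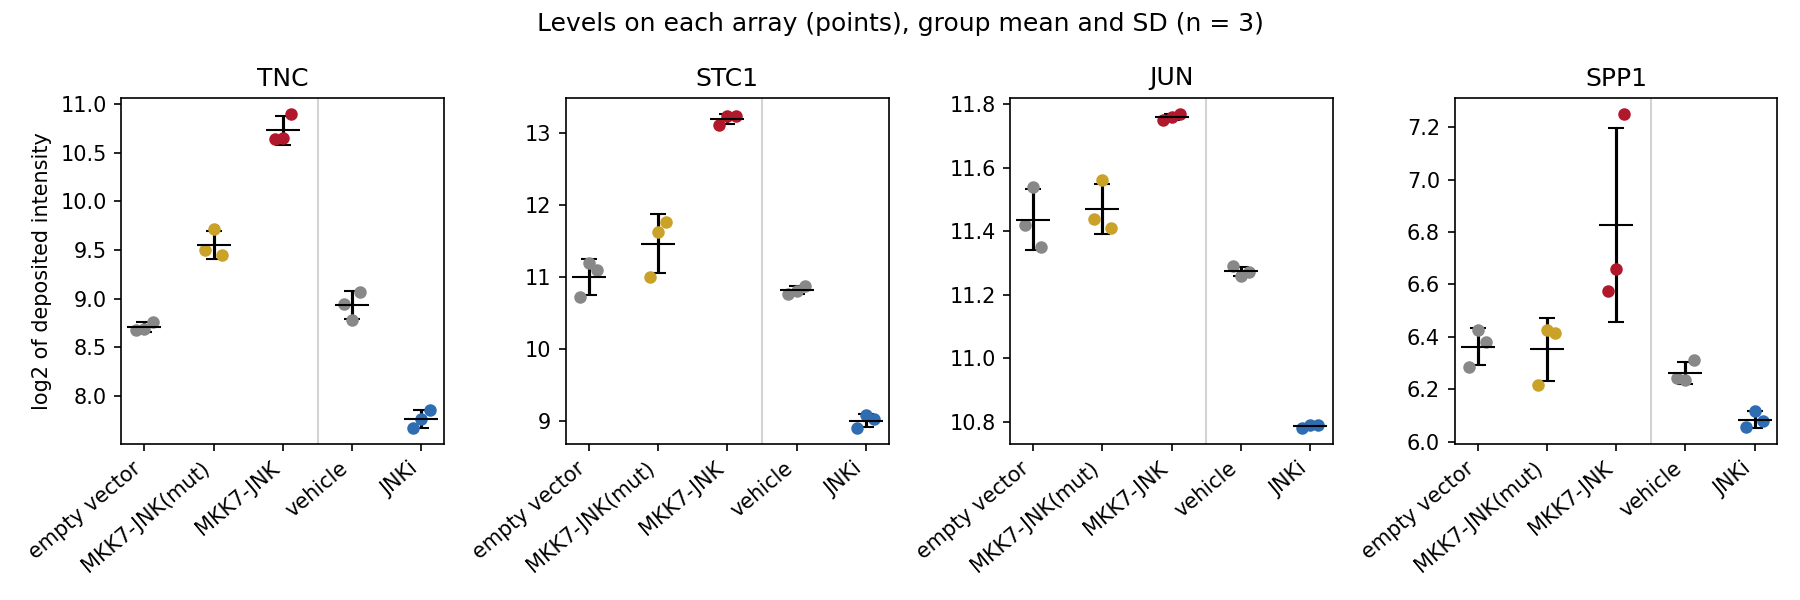
Levels of TNC, STC1, JUN and SPP1 as log2 of the deposited intensity (vertical axis, a separate scale per gene that does not start at 0) in the 5 groups. Points are arrays, and lines with bars are means and SD (n = 3). TNC averaged 8.708 with empty vector, 9.555 with MKK7-JNK(mut) and 10.73 with MKK7-JNK, and 8.933 with vehicle against 7.762 with JNKi.

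In this comparison 1534 of 19775 genes passed the test, 855 up and 679 down, and 84 rose and 42 fell at least 2-fold. With the replicate block, 2406 genes passed (1260 up, 1146 down), of which 1512 were shared. Arrays of both groups did not overlap for 27.6% of genes, where chance gives 10%. The count was 753 without empty vector replicate 2, 878 without empty vector replicate 3, 705 without MKK7-JNK replicate 2 and 726 without MKK7-JNK replicate 3. Of the 81 calls for named genes, 62 held without any 1 array. The adjusted p of IL1B reached 0.157 without MKK7-JNK replicate 2, that of JUN 0.105 and that of COL6A1 0.0555 without the same array, and that of CXCL3 0.0869 without MKK7-JNK replicate 3. IL1B was also above 0.05 without MKK7-JNK replicate 3 or any 1 of the empty vector arrays, CXCL3 without any 1 of the empty vector arrays, COL6A1 without empty vector replicate 2 (adjusted p = 0.0536), and JUN without any 1 array but empty vector replicate 2. IL1B read lowest on replicate 1 in all 3 transduced groups (8.269 with empty vector, 11.56 with MKK7-JNK and 8.186 with the mutant), and with the replicate block its adjusted p was 0.0013. The fits without 1 array had no replicate block. With the block on all 6 arrays the adjusted p was 0.003 for CXCL3, 0.00213 for COL6A1 and 0.0335 for JUN.

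Of the gene lists, 4 were called by the camera test, none of which held with an estimated correlation. Cell cycle genes fell, with 19 of 45 lower and 0 higher (0 up and 39 down when adjusted over the list alone, camera adjusted p = 2.29e-21, adjusted p = 0.328 with an estimated correlation). They included the mitotic kinases BUB1 (−0.633, SE 0.059) and TTK (−0.62, SE 0.092), the replication-linked UHRF1 (−0.619) and the transcription factor MYBL2 (−0.549). Interferon-stimulated genes fell, with 18 of 42 lower and 0 higher (1 up and 20 down adjusted over the list alone, camera adjusted p = 1.14e-12, adjusted p = 0.328 with an estimated correlation). Among these were IFIT3 (−1.32, SE 0.064), IFIT2 (−1.73, SE 0.1), OASL (−0.954, SE 0.058) and IFIT1 (−1.63, SE 0.13). Genes of the integrated stress and unfolded protein responses fell, with 8 of 35 lower and 1 higher (2 up and 15 down adjusted over the list alone, camera adjusted p = 1.32e-06, adjusted p = 0.0886 with an estimated correlation), including the stress regulator NUPR1 (−0.828), the disulfide isomerase PDIA6 (−0.441), and PSAT1 (−0.607) and MTHFD2 (−0.55) of serine and folate metabolism. Lysosomal genes rose, with 8 of 36 higher and 1 lower (12 up and 1 down adjusted over the list alone, camera adjusted p = 0.000625, adjusted p = 0.639 with an estimated correlation). The protease CTSB (+0.759), the sphingomyelinase SMPD1 (+0.362) and the cholesterol exporter NPC1 (+0.632) rose, whereas the protease CTSD fell by 0.73. The calls of SMPD1 and NPC1 ended without MKK7-JNK replicate 2 (adjusted p = 0.0828) and empty vector replicate 2 (adjusted p = 0.0852), among other single arrays. The replicate block gave 33 cell cycle genes that fell, and with it 12 stress response genes fell and 2 rose, and 13 lysosomal genes rose and 1 fell.

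Inflammatory cytokines and NF-κB targets had 4 higher and 1 lower of 33 (10 up and 5 down adjusted over the list alone). In the fit with the replicate block 15 rose and 3 fell. Their camera adjusted p was 0.0756, and 0.00263 (up) with the replicate block (adjusted p = 0.687 with an estimated correlation, without the block). Besides CXCL3, the cytokine IL24 (+0.694) and the NF-κB inhibitor TNFAIP3 (+0.64) rose and TNFAIP2 fell by 0.441. Their calls ended without empty vector replicate 1 for IL24 and TNFAIP3 (adjusted p = 0.0694 and 0.089) and without empty vector replicate 2 for TNFAIP2 (adjusted p = 0.0747), among other single arrays.

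Several lists whose members moved both ways were not called by camera. AP-1 subunits had 3 higher and 1 lower of 15 (5 and 1 adjusted over the list alone), with JUND at +1.44 (SE 0.063), ATF3 at +0.431 and FOSL1 at −0.687. MAPK feedback inhibitors had 4 higher and 2 lower of 17 (4 and 3 adjusted over the list alone), with the phosphatases DUSP1 (+1.78, SE 0.12) and DUSP16 (+1.33) up and SPRY1 down (−1.03). Matrix proteases and inhibitors had 7 higher and 3 lower of 33 (9 and 4 adjusted over the list alone), including ADAMTS6 (+1.87), CTSK (+0.795), TIMP2 (+0.573) and TIMP3 (−0.84). Collagens had 2 higher and 8 lower of 32 (2 and 8 adjusted over the list alone), among them the basement membrane collagens COL4A1 (−0.67) and COL4A2 (−0.735). ECM glycoproteins had 4 higher and 6 lower of 49 (4 and 7 adjusted over the list alone), with MATN2 at +0.983. Wound-healing and clotting factors had 7 higher and 3 lower of 29 (9 and 6 adjusted over the list alone), with the coagulation inhibitor TFPI (+1.15) up and the growth factors BMP4 (−1.19) and PDGFA (−0.791) down. Luminal markers had 6 higher and 2 lower of 31 (7 and 3 adjusted over the list alone), with KRT7 at −1.24 and OCLN at +0.775, and basal and stem cell markers had 4 higher and 2 lower of 29 (8 and 6 adjusted over the list alone), with the transcription factor SNAI2 at +1.24 (its adjusted p of 0.0126 became 0.0502 without MKK7-JNK replicate 3) and the Notch ligand JAG1 at −1.1. The calls of ATF3 and FOSL1 ended without MKK7-JNK replicate 3 (adjusted p = 0.0953 and 0.0647), among other single arrays.

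Integrin and migration genes had 2 higher and 4 lower of 35 (4 and 5 adjusted over the list alone), with ITGB8 (+1.67) and MET (+0.54) up. YAP and SRF targets had 5 higher and 4 lower of 32 (5 and 7 adjusted over the list alone), with FILIP1L (+1.63) and FHL2 (+1.07) up. Heat shock proteins had 2 higher and 1 lower of 15 (2 and 2 adjusted over the list alone), with HSPB8 at +1.64. Cholesterol genes and p53 targets each had 2 higher and 0 lower, of 20 and 23 (5 and 0, and 6 and 2, adjusted over the list alone). Hypoxia and glycolysis genes had 1 higher of 32, NDRG1 at +1.34 (adjusted p = 0.0392, and 0.123 without empty vector replicate 2), and none when adjusted over the list alone. Among hypoxia and glycolysis genes 6 rose and 1 fell with the replicate block. Markers of leukocytes, fibroblasts and endothelium had 0 of 25 changed, and 2 fell with the block. The block also gave 5 higher and 1 lower for AP-1 subunits, 4 and 9 for collagens, 9 and 5 for matrix proteases, 8 and 5 for wound healing, 4 and 5 for integrins, 5 and 1 for p53 targets, and 6 and 7 for YAP and SRF targets. In the ECM, wound-healing, integrin, heat shock and other-cell lists the signs of the median, the mean and the test were not all equal. Without MKK7-JNK replicate 1 the camera test called 8 lists.

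The mutated fusion served as a second control. Compared with MKK7-JNK(mut), active MKK7-JNK raised the chemokines CXCL3 (5.8-fold, from 7.464 ± 0.42 to 9.999 ± 1, adjusted p = 0.0474) and CXCL8 (4.82-fold, adjusted p = 0.0445). CD24 rose 4.28-fold, THBD 3.74-fold and DUSP10 3.42-fold (adjusted p = 0.0126, 0.0117 and 0.00983). LAMA5 fell 4.55-fold, COL6A1 3.58-fold, SLCO4A1 3.45-fold and IGFBP4 3.11-fold. Of the probe sets, 2 of 8 were called for COL6A1 and 1 of 2 for SLCO4A1. SLCO4A1-AS1, an antisense transcript of SLCO4A1, fell 2.9-fold, and the probe set's strand was not checked here. TNC rose by 1.17 (SE 0.1, adjusted p = 0.0093), with 2 of its 3 probe sets called. JUN differed by +0.295 (SE 0.067, adjusted p = 0.0858) and SPP1 by +0.476 (SE 0.17, adjusted p = 0.249), neither past the threshold in this fit, although 1 of the 4 JUN probe sets was called (+0.632, SE 0.096, adjusted p = 0.0295), whereas with all 5 groups fitted together their adjusted p was 0.00558 and 0.0375.

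Of 19775 genes, 494 passed the test (242 up, 252 down), and 1272 with the replicate block (574 up, 698 down), 492 of them shared. The count was 168, 23 and 20 without MKK7-JNK replicate 1, 2 and 3, and 222, 72 and 759 without MKK7-JNK(mut) replicate 1, 2 and 3. Only 3 of the 47 calls for named genes, TNC, JAG1 and IFIT3, held without any 1 array, and most of the others were lost without MKK7-JNK replicate 2 or 3. Without MKK7-JNK replicate 3 the adjusted p was 0.166 for CXCL3, 0.172 for CXCL8, 0.07 for THBD, 0.0595 for DUSP10, 0.0979 for LAMA5 and 0.0675 for IGFBP4, and without MKK7-JNK replicate 2 it was 0.0694 for CD24, 0.101 for COL6A1 and 0.168 for SLCO4A1. Without the mutant arrays of raised ACTB 3′ to 5′ signal (replicates 1 and 2), an alternative chosen after seeing the data, 33 genes passed.

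The camera test called 6 lists here, none of which held with an estimated correlation. Cell cycle genes fell (9 lower and 1 higher of 45, 35 and 1 adjusted over the list alone, camera adjusted p = 2.36e-20, adjusted p = 0.264 with an estimated correlation), with BUB1 at −0.712 and TTK at −0.77. Interferon-stimulated genes fell (5 lower and 0 higher of 42, 16 and 0 adjusted over the list alone, camera adjusted p = 3.49e-08, adjusted p = 0.3 with an estimated correlation), with IFIT3 at −0.986, IFIT1 at −1.43 and OASL at −0.601. Stress response genes fell (2 lower and 1 higher of 35, 8 and 2 adjusted over the list alone, camera adjusted p = 0.00193, adjusted p = 0.264 with an estimated correlation), with PDIA6 at −0.541 and XBP1 at −0.625 while CEBPB rose by 0.699. Collagens fell (4 lower and 0 higher of 32, 8 and 0 adjusted over the list alone, camera adjusted p = 0.00876, adjusted p = 0.264 with an estimated correlation), with COL4A2 at −0.808. Inflammatory genes rose (2 higher and 1 lower of 33, 14 and 3 adjusted over the list alone, camera adjusted p = 0.00286, adjusted p = 0.666 with an estimated correlation), and lysosomal genes rose as a list (4 higher and 1 lower of 36 adjusted over the list alone, camera adjusted p = 0.0435, adjusted p = 0.774 with an estimated correlation), although over all genes tested the single member called, CTSD, fell by 0.777. With the replicate block the members higher and lower were 1 and 26 for cell cycle, 0 and 12 for interferon-stimulated genes, 2 and 10 for stress responses, 1 and 7 for collagens, 15 and 2 for inflammatory genes and 6 and 1 for lysosome. The inflammatory call was lost without MKK7-JNK(mut) replicate 1 (adjusted p = 0.1), and the lysosomal call without MKK7-JNK replicate 2 (0.058), MKK7-JNK replicate 3 (0.115), MKK7-JNK(mut) replicate 1 (0.208) or MKK7-JNK(mut) replicate 2 (0.092), and with the mean of all probe sets of a gene (0.0597). Mutant replicates 1 and 2, whose ACTB 3′ to 5′ signal was raised (0.282 and 0.183), entered all 6 list tests, and without both arrays the inflammatory and lysosomal calls ended (adjusted p = 0.123 and 0.884).

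A total of 223 genes were higher with MKK7-JNK than with each of the controls and 189 were lower, where independent lists would share 10.5 and 8.65. Both comparisons use the same MKK7-JNK arrays. In 50 simulated draws of unchanged groups set against shared arrays no gene was called in both. With no true change in the draws few calls could arise, so this count cannot gauge how many of the 223 come from shared arrays. The fold changes of the comparisons correlated at r = 0.827 across genes (which are not independent replicates), with a covariance of 0.0436, and at a median r of 0.499 with a covariance of 0.00689 in the simulation. The simulation drew every array independently and left out the pairing of same-numbered arrays, so its values are a rough guide. With 3 shared arrays the shared arrays could not be divided between the comparisons, and part of the excess may come from the shared arrays. With the replicate block 515 genes were higher in both, with all 5 groups in the fit 733, and with the 3 transduced groups and the block, chosen after seeing the data, 737. The 223 became 91, 12 and 11 without MKK7-JNK replicate 1, 2 and 3, 97 without MKK7-JNK(mut) replicate 1 and 40 without MKK7-JNK(mut) replicate 2.

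Setting MKK7-JNK(mut) against empty vector asked what the mutated fusion did by itself. ROMO1, a mitochondrial membrane protein gene, rose from 10.39 ± 0.099 to 11.73 ± 0.14 (+1.33, SE 0.091, 2.52-fold, adjusted p = 0.0406) and was the 1 gene called by limma in the fit of the 6 arrays, with 1577 genes at an unadjusted p under 0.05. With all 5 groups in the fit limma called 43 genes (35 up, 8 down), ROMO1 not among them. The call was lost without any 1 of the empty vector arrays or without mutant replicate 2 or 3 (adjusted p from 0.0788 to 0.449), with all 5 groups in the fit (adjusted p = 0.0647) and with array medians subtracted (adjusted p = 0.052). TNC was 9.555 ± 0.14 in mutant cells against 8.708 ± 0.048 (+0.847, SE 0.086, adjusted p = 0.144), all 3 mutant arrays lying above all 3 controls. The other TNC probe sets did not show this, differing by +0.00571 and +0.033 (adjusted p = 0.995 and 0.959). They read 6.288 and 6.083 in mutant cells, below the array medians. MATN2 differed by +0.649 (adjusted p = 0.144), JUND by +0.602 (adjusted p = 0.339), DUSP1 by +0.587 (adjusted p = 0.414), JUN by +0.0301 (adjusted p = 0.962) and SPP1 by −0.0116 (adjusted p = 0.989). In the fit of all 5 groups TNC (adjusted p = 0.00387), MATN2 (0.00174), JUND (0.0476), DUSP1 (0.0278) and OASL (−0.353, 0.024) passed, and JUN (0.9) and SPP1 (0.987) did not. Among lists, interferon-stimulated genes shifted down (camera adjusted p = 2.29e-05, adjusted p = 0.601 with an estimated correlation) although 0 of 42 passed the test (0 up and 4 down adjusted over the list alone), with OASL at −0.353, IFIT3 at −0.334, ISG15 at −0.388 and IRF1 at −0.315 (adjusted p from 0.477 to 0.634). The call did not hold with an estimated correlation, and mutant replicates 1 and 2, with the raised ACTB 3′ to 5′ signal, entered it. With the replicate block 6 lists were called, adding ECM glycoproteins (0.0477, up), integrins (0.0154, up), cholesterol genes (0.028, up), inflammatory genes (0.0154, down) and stress responses (0.0154, down). Without the block none of these 5 was called, with adjusted p = 0.601 with an estimated correlation for ECM, integrins, cholesterol and stress responses and 0.838 for inflammatory genes. The number of lists was 2 and 7 without empty vector replicates 1 and 2, and 6, 4 and 5 without mutant replicates 1, 2 and 3.

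JNKi against vehicle addressed which genes change in these cells over 48 h with the JNK inhibitor. Effects of the inhibitor other than through JNK were not tested. The lipolysis inhibitor G0S2 fell 4.58-fold, from 12.43 ± 0.0047 to 10.24 ± 0.054 (adjusted p = 1.21e-05), and the collagenase MMP1 4.42-fold, from 9.306 ± 0.11 to 7.163 ± 0.023 (adjusted p = 2.81e-05). SLCO4A1 fell 4.21-fold, the prostaglandin synthase PTGES 3.98-fold, STC1 3.5-fold, TIMP3 3.13-fold, the membrane protease MMP14 2.91-fold, TMEM158 2.71-fold, LAPTM5 2.45-fold and the integrin ITGA2 2.44-fold. JUN fell by 0.481 (SE 0.039, adjusted p = 0.00114) and TNC by 1.17 (SE 0.084, adjusted p = 0.000715). Of the 3 TNC probe sets 1 was called, and the others differed by −0.196 (adjusted p = 0.125) and −0.0252 (adjusted p = 0.896). SPP1 read 6.083 ± 0.032 against 6.263 ± 0.043, below the array medians (−0.18, SE 0.045, adjusted p = 0.0792), and MAPK8 differed by +0.0247 (adjusted p = 0.825). The gene with the largest rise was MAMDC2 (3.19-fold, adjusted p = 2.81e-05), followed by the interferon-stimulated IFIT2 (2.21-fold) and IFIT1 (2.18-fold), UCP2 (2.12-fold), MSMO1 of cholesterol synthesis (2.09-fold) and INSIG1, a sterol-responsive regulator (1.99-fold). PPME1, IFIT3, ID3 and IGDCC4 rose between 1.88-fold and 1.95-fold. Of the probe sets, 1 of 2 was called for SLCO4A1 and 2 of 3 for PPME1.

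Of 19775 genes, 1223 passed the test (528 up, 695 down), and 5 rose and 32 fell at least 2-fold. Arrays of both groups did not overlap for 29.4% of genes, where chance gives 10%. The count was 561, 619 and 633 without vehicle replicate 1, 2 and 3, and 630, 664 and 612 without JNKi replicate 1, 2 and 3. It was 411 with all 5 groups in the fit, where 31 of the 87 calls for named genes were also lost, among them IL1B (adjusted p = 0.522), COL6A1 (0.146), NDRG1 (0.134), VCAM1 (0.104), VEGFA (0.0948) and HMGCS1 (0.0779). That fit takes 1 variance per gene over both arms, so the spread of the transduced arrays enters it. IL1B read 8.215 to 8.241 with vehicle and 7.053 to 7.08 with JNKi, but 8.269 to 10.72 with empty vector. In the fit of the 6 arrays 76 of the 87 calls held without any 1 array, and INSIG1 was lost without JNKi replicate 1 or 3 (adjusted p = 0.0532 and 0.0579).

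The camera test called 12 lists, 8 of them down, none of which held with an estimated correlation. Hypoxia and glycolysis genes fell (15 lower and 1 higher of 32, 23 and 1 adjusted over the list alone, camera adjusted p = 8.37e-13, adjusted p = 0.0719 with an estimated correlation), with the growth factor VEGFA at −1.05, NDRG1 at −1.14, ANGPTL4 at −1.06 and the carbonic anhydrase CA12 at −1.01. Matrix proteases and inhibitors fell (14 lower and 0 higher of 33, 19 and 0 adjusted over the list alone, camera adjusted p = 7.27e-10, adjusted p = 0.0853 with an estimated correlation), among them the plasminogen activators PLAT (−1.03) and PLAU (−1.05). Inflammatory genes fell (8 lower and 0 higher of 33, 11 and 1 adjusted over the list alone, camera adjusted p = 4.44e-05, adjusted p = 0.0719 with an estimated correlation), with IL1B going from 8.231 ± 0.014 to 7.065 ± 0.014, LIF at −0.788 and the adhesion molecule VCAM1 at −1.13. MAPK feedback inhibitors fell (8 lower and 1 higher of 17, 9 and 1 adjusted over the list alone, camera adjusted p = 6.64e-05, adjusted p = 0.0719 with an estimated correlation), with DUSP5 at −0.736 and SPRY4 at −0.581, and AP-1 subunits fell (3 lower and 0 higher of 15, 4 and 0 adjusted over the list alone, camera adjusted p = 0.00566, adjusted p = 0.0853 with an estimated correlation), with MAFF at −0.245 and FOSL2 at −0.296 besides JUN. The calls of MAFF and FOSL2 were lost without vehicle replicate 1 (adjusted p = 0.115 and 0.14), and that of MAFF without any 1 array.

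Collagens fell (6 lower and 3 higher of 32, 8 and 4 adjusted over the list alone, camera adjusted p = 0.0189, adjusted p = 0.142 with an estimated correlation), with COL6A3 at −1.08 and COL6A1 at −0.884 but COL8A1 at +0.515. ECM glycoproteins fell (6 lower and 3 higher of 49, 15 and 5 adjusted over the list alone, camera adjusted p = 0.0215, adjusted p = 0.142 with an estimated correlation), with the laminin chain LAMB3 at −0.88 and the TGF-β binding protein LTBP1 at −1.2, and wound-healing and clotting factors fell (8 lower and 2 higher of 29, 9 and 3 adjusted over the list alone, camera adjusted p = 0.0386, adjusted p = 0.142 with an estimated correlation), with TFPI2 at −0.511, PROCR at −0.781 and EREG at −0.872. In the opposite direction, cholesterol genes rose (13 higher and 0 lower of 20, 16 and 0 adjusted over the list alone, camera adjusted p = 3.85e-13, adjusted p = 0.0719 with an estimated correlation), with HMGCS1 at +0.905, DHCR7 at +0.71 and STARD4 at +0.56. Cell cycle genes rose (4 higher and 0 lower of 45, 13 and 2 adjusted over the list alone, camera adjusted p = 6.64e-05, adjusted p = 0.0853 with an estimated correlation), with AURKB at +0.376. Luminal markers rose (4 higher and 1 lower of 31, 5 and 1 adjusted over the list alone, camera adjusted p = 0.0343, adjusted p = 0.151 with an estimated correlation), with ERBB3 at +0.445 and KRT7 at +0.469 but EHF at −0.81. Stress response genes rose (6 higher and 3 lower of 35, 10 and 6 adjusted over the list alone, camera adjusted p = 0.0349, adjusted p = 0.174 with an estimated correlation), with DDIT3 at +0.437 and NUPR1 at +0.569. Without vehicle replicate 3 the ECM (adjusted p = 0.0761), collagen (0.0563), wound-healing (0.0761), luminal (0.0526) and stress response (0.061) calls ended and 7 lists were left. Without JNKi replicate 2 the ECM (0.0596), wound-healing (0.0715) and stress response (0.0715) calls ended, as did the luminal call without JNKi replicate 1 (0.0707) and the wound-healing call without JNKi replicate 3 (0.0553). The luminal call also ended with the mean of all probe sets of a gene (0.0542), and with all 5 groups in the fit the luminal (0.0777), wound-healing (0.0777) and stress response (0.0676) calls ended. Of the members named here, TFPI2 (adjusted p = 0.132), EREG (0.142), COL8A1 (0.0659) and AURKB (0.0918) lost their calls in that fit, besides COL6A1 and HMGCS1.

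Interferon-stimulated genes had 8 higher and 2 lower of 42 (10 and 5 adjusted over the list alone) and were not called (camera adjusted p = 0.0636, adjusted p = 0.151 with an estimated correlation), with ISG15 at +0.643 and HERC5 at +0.602. Among markers of other cell types, PECAM1 (−0.621) and CD14 (−0.267) fell and COL1A1 (+0.27) rose out of 25, none of the 3 by as much as 2-fold. With all 5 groups in the fit none of the 3 was called (adjusted p = 0.226, 0.339 and 0.771). The COL1A1 call ended without any 1 array (highest adjusted p = 0.103, without vehicle replicate 1), and the CD14 call without any 1 array but JNKi replicate 2 (highest adjusted p = 0.105, without vehicle replicate 2).

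**Figure D2:**
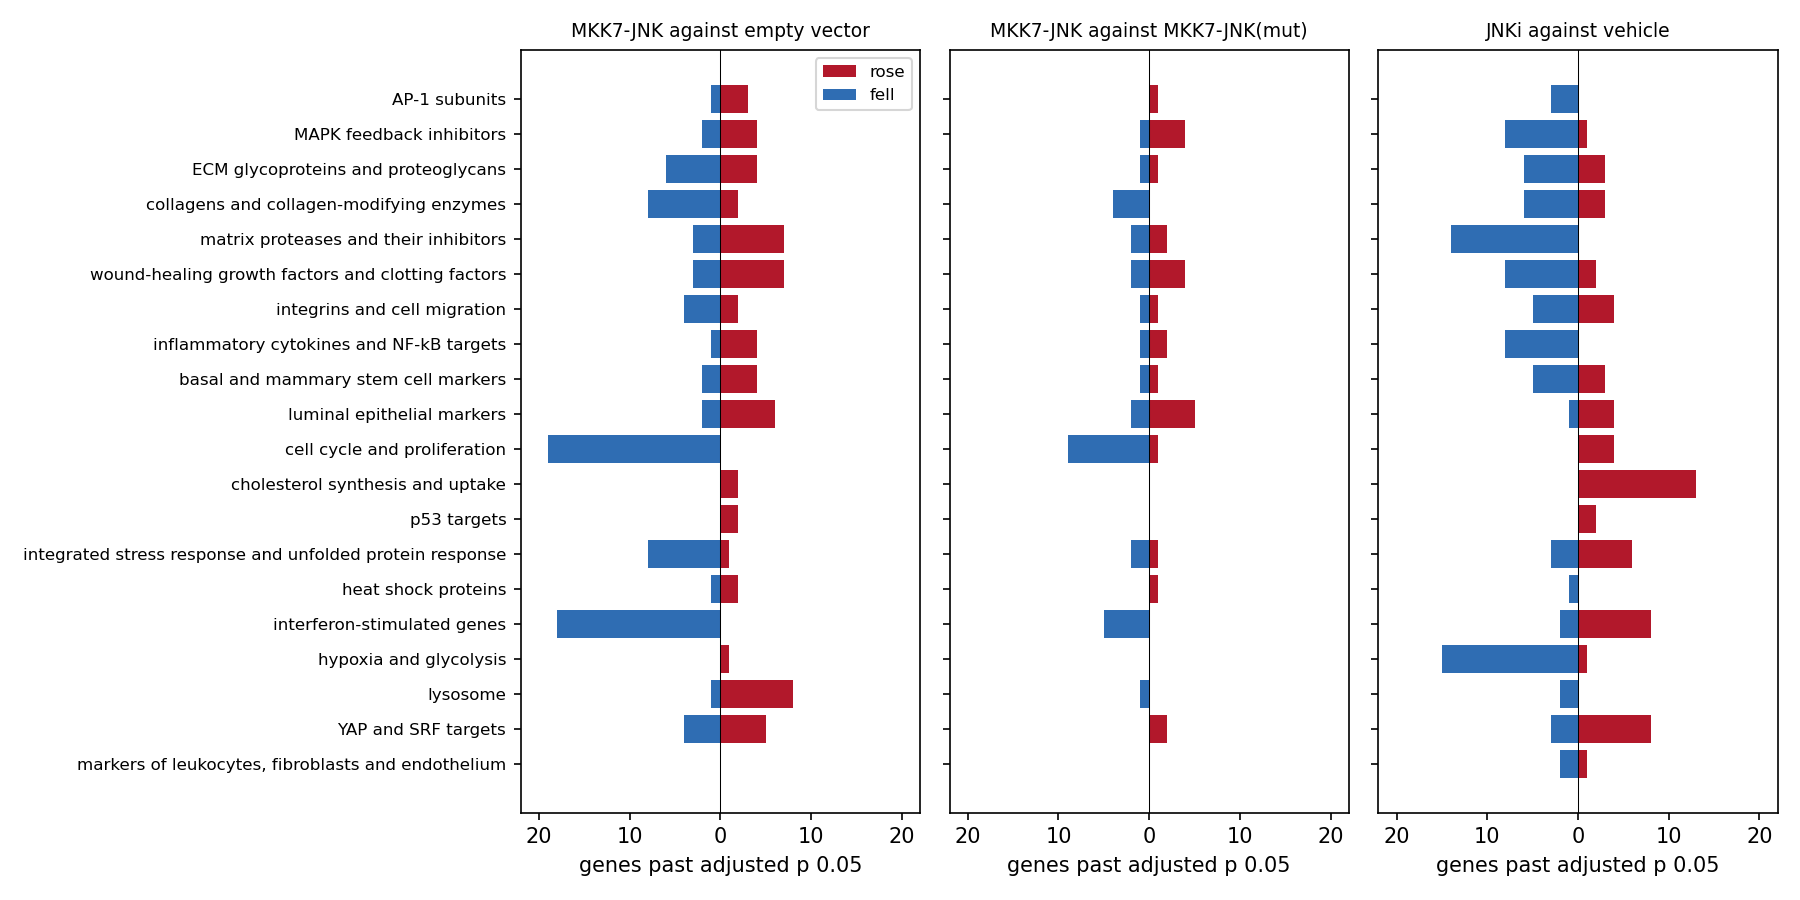
Number of genes in each of the 20 lists (vertical axis) that rose (red, to the right) or fell (blue, to the left) with an adjusted p under 0.05 in 3 comparisons (n = 3 arrays per group). With MKK7-JNK against empty vector 19 cell cycle genes and 18 interferon-stimulated genes fell, and with JNKi against vehicle 13 cholesterol genes rose and 15 hypoxia genes fell.

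Genes sensitive to JNK in both directions were sought by joining MKK7-JNK against empty vector with JNKi against vehicle, which share no arrays. The signature held 34 genes that rose with MKK7-JNK and fell with JNKi, each at least 1.4-fold, where independent lists of 465 and 197 genes would share 4.63. Changes in the same direction were shared in excess too. In both arms 25 genes fell and 7 rose, where independent lists would share 3.08 and 1.93. The excess alone therefore does not mark opposite responses to JNK. Signature genes with the largest smaller fold change were STC1 (+2.19 and −1.81), TMEM158 (+2.07 and −1.44), TNC (+2.02 and −1.17), IL1B (+2.82 and −1.17) and NDRG1 (+1.34 and −1.14). They were followed by the integrin chain ITGB8 (+1.67 and −0.949), the EGFR inhibitor ERRFI1 (+0.999 and −0.92), the noncoding LINC00973 (+1.05 and −0.872), the cytokine receptor IL31RA (+1.3 and −0.866) and the Notch ligand DNER (+1.54 and −0.838). The fall of LINC00973 was lost without JNKi replicate 3 (adjusted p = 0.0562) or JNKi replicate 1. With all 5 groups in the fit the falls of IL1B (adjusted p = 0.522), NDRG1 (0.134) and DNER (0.0692) with JNKi were not called. That fit also takes in the spread of the transduced arrays, which was large for IL1B. SPP1 did not enter the signature. All 34 were higher with MKK7-JNK than with MKK7-JNK(mut), 17 of them past the test, and since the same MKK7-JNK arrays entered their choice, part of this is fixed by the choice. Their median log2 fold change was +1.06 against empty vector and −0.754 with JNKi, which the choice also raises in size. In mutant cells 31 of the 34 read higher than with empty vector (median +0.288), and none of these differences passed the test in the fit of the 6 arrays. The signature held 24 to 33 genes when 1 array was left out.

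Over all 19775 genes, the fold changes of these 2 comparisons correlated weakly (Pearson r = −0.0886, Spearman rho = −0.0455, across genes, which are not independent replicates). The corresponding r was −0.111 for MKK7-JNK against the mutant and +0.0266 for the mutant against empty vector, each set beside JNKi against vehicle.

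**Figure D3:**
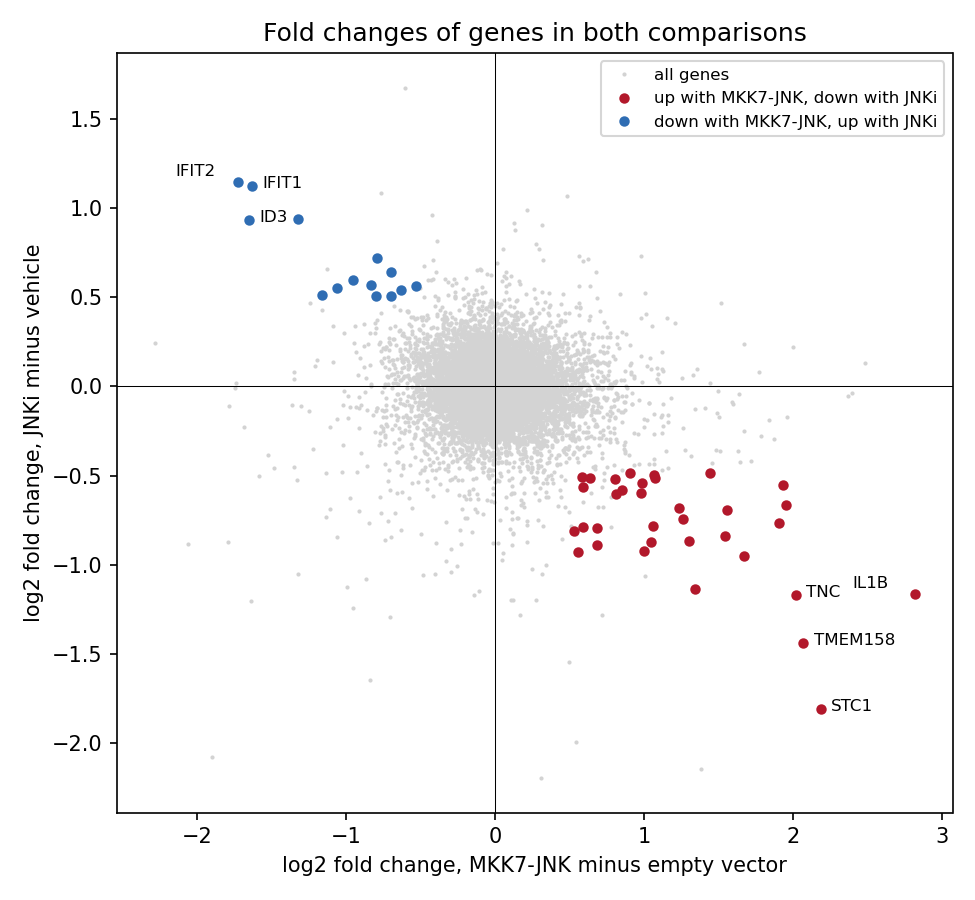
Each point is a gene, with its log2 fold change for MKK7-JNK against empty vector on the horizontal axis and for JNKi against vehicle on the vertical axis. Red points are the 34 signature genes, blue points the 14 genes with both changes reversed, at least 1.4-fold each with an adjusted p under 0.05, and the cloud of all 19775 genes shows little slope (r = −0.0886).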

Values the study reported

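The study reported a JNK response signature of 68 genes and described their changes in both settings as significant. Its stated cutoffs were 1.4-fold up with MKK7-JNK relative to the empty vector and −1.4-fold with the inhibitor relative to vehicle. The study placed SPP1 and TNC among the genes of this signature that changed most significantly. By quantitative PCR it reported that the inhibitor lowered both transcripts with rising dose. MKK7-JNK, unlike the mutated fusion, raised both. These measurements were made in MDA231-LM2 cells and in a second line, SUM159-LM1.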

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

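The fit of the 3 transduced groups with the replicate block and the removal of the mutant arrays with raised ACTB signal were chosen after seeing the data. The arrays' floor and the 3 arrays per group limit what can be called. Each named gene's result was recomputed with the other fits, filters, normalizations and probe set means and without each array (not without the mutant arrays of raised ACTB signal, nor with pooled controls), 3183 values for 234 results, of which 2813 kept their direction and side of the threshold, 352 kept their direction but lost the call, 9 gained it and 9 reversed. The 9 reversals were all of values not called. SPP1 in the mutant against empty vector became +0.00203 with array medians subtracted, +0.0194 without empty vector replicate 2 and +0.0567 without mutant replicate 1. JUN in that comparison became −0.0756 with the mean of all probe sets, −0.0134 without empty vector replicate 3 and −0.0153 without mutant replicate 2, and MAPK8 −0.00178 without mutant replicate 1. With the mean of all probe sets MAPK8 was +0.245 with MKK7-JNK against empty vector and −0.0443 with JNKi. Without empty vector replicate 2 JUN was +0.0829, without empty vector replicate 1 SPP1 −0.0511, and without mutant replicate 3 MAPK8 +0.0367 in the mutant against empty vector. The cause of each was not tested.

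With all 5 groups in the fit, 2342 genes changed with MKK7-JNK against empty vector, 2166 against the mutant, 43 with the mutant against empty vector (35 up, 8 down) and 411 with JNKi, 1454, 490, 0 and 392 of them shared with the fit of the 2 groups. Lists numbered 7 and 2 for MKK7-JNK and the mutant against empty vector, and genes raised against both controls 733. With the 3 transduced groups and the replicate block the gene counts were 2330 and 2135 for MKK7-JNK against empty vector and the mutant, lists for the mutant 4, and genes raised against both controls 737. The cause of these differences was not tested.

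With the replicate block the counts were 2406 and 1272 genes for MKK7-JNK against empty vector and the mutant, 515 against both controls, and 6 lists for the mutant. In the transduced arm it changed no other list call, nor any other call of a gene in a comparison for which the report prints that gene's value, than those given there. Among results not printed there it ended the call of IL11 against the mutant (adjusted p = 0.0516) and added others, among them ANGPTL4 (0.00135) and PECAM1 (0.0218) with MKK7-JNK against empty vector. In the drug arm same-numbered arrays did not deviate together (r = 0.0594, 0.028 and −0.0804), nor did every array correlate best with its own number, and the block gave 478 genes, 468 of them shared, and 10 lists, the wound-healing (0.0677) and stress response (0.0569) calls and 10 calls of named genes ending, among them MAFF (0.114) and FOSL2 (0.134). With all 5 groups in the fit the drug arm's wound-healing (0.0777), luminal (0.0777) and stress response (0.0676) calls ended. Requiring a 1.4-fold change left 774 genes for MKK7-JNK against empty vector and 279 for JNKi, fewer by construction. The signature had 52 genes at 1.4-fold with no p threshold and 5 at 2-fold. With an estimated correlation the number of lists was 0 in each of the 4 comparisons, and with fry it was 0 for the mutant against empty vector (interferon-stimulated genes 0.566). Fry also ended the lysosomal call with MKK7-JNK against empty vector (0.0889) and the inflammatory (0.328) and lysosomal (0.392) calls against the mutant. For the mutant against empty vector, subtraction of array medians gave 0 genes and 4 lists, quantile normalization 2 lists, and the mean of all probe sets 2 lists. Without mutant replicates 1 and 2, where the lone mutant array is assumed to vary like the other group, 33 genes changed against the mutant, 0 genes and 6 lists changed in the mutant against empty vector, and 11 genes were raised against both controls, with fewer arrays by construction.

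Leaving out each array in turn gave 705 to 1156 genes and 4 to 8 lists for MKK7-JNK against empty vector, 20 to 759 genes and 4 to 8 lists against the mutant, 0 to 1 gene and 1 to 7 lists for the mutant against empty vector, and 561 to 664 genes and 7 to 13 lists for JNKi. The signature ranged from 24 to 33 genes, genes raised against both controls from 11 to 244, and the correlation of fold changes from −0.113 to −0.0363. The other alternatives moved none of these counts by more than 1.5 times.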

Other observations

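Besides the signature, 14 genes moved in the reverse direction, falling with MKK7-JNK and rising with JNKi by at least 1.4-fold, where independent lists would share 1.28. They included the interferon-stimulated IFIT2 (−1.73 and +1.15), IFIT1 (−1.63 and +1.12), IFIT3 (−1.32 and +0.94), ISG15 (−0.697 and +0.643) and OASL (−0.954 and +0.596), the BMP target ID3 (−1.65 and +0.933), the cytokine signaling inhibitor SOCS3 (−0.788 and +0.718), the stress regulator NUPR1 (−0.828 and +0.569), the heparan sulfate proteoglycan SDC2 (−1.06 and +0.549) and the YAP target ANKRD1 (−1.16 and +0.514). Another 25 genes fell in both arms, where 3.08 would be shared. These were led by SLCO4A1 (−1.89 and −2.08), its antisense transcript SLCO4A1-AS1 (−1.63 and −1.2), PTPRN2 (−1.32 and −1.05), COL6A1 (−2.06 and −0.884) and S100A4 (−1.79 and −0.87), and also held COL6A3, COL13A1, TIMP3, the Notch ligand JAG1 and the Notch target HES1 (−1.59 and −0.504). The falls of COL6A1 (adjusted p = 0.146) and S100A4 (0.151) with JNKi were not called with all 5 groups in the fit. Of genes that rose in both arms there were 7, where 1.93 would be shared, including MATN2 and the cholesterol enzyme LSS. Most genes of these 3 sets were chosen after their values were seen.

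All tests of explanations for the patterns in this paragraph and the next were chosen after the results were seen. The first pattern is the lower level of interferon-stimulated genes with MKK7-JNK (median shift −0.293 over 42 genes). RNA quality of the arrays is argued against as its cause, because the mutant arrays, which hold the raised ACTB 3′ to 5′ signal, shifted less (median −0.104). A high level in the empty vector arrays alone is argued against as the whole cause, because 5 of the genes were lower against the mutant arrays too. The drug arm went in the direction of a hypothesis that JNK activity lowers these genes, but it does not settle it. The 18 genes that fell had a median shift of +0.134 with JNKi, with 12 higher, 7 of them past the test, and 2 called lower. That shift lay above 99.9% of 10000 random sets of like brightness. These sets were not matched for genes that move together, so the percentile may overstate the excess. The whole list of 42 was not called with JNKi (camera adjusted p = 0.0636, adjusted p = 0.151 with an estimated correlation). Other differences between the cultures stay open. The same 18 genes read +0.409 (median) higher with empty vector than with vehicle, and 18 of 18 lower with MKK7-JNK than with vehicle (median −0.44), both comparisons across the arms. Since the 18 were chosen as lower with MKK7-JNK than with empty vector, that choice pushes both values in these directions.

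The second pattern is the higher level of signature genes in mutant cells than with empty vector (31 of 34, median +0.288). Since the genes were chosen with the same empty vector arrays, part of the shift may come from that choice. Choosing them without the array used for the shift left medians of 0.433, 0.119 and 0.139, and the lowest, 0.119, lay beyond the interquartile range of random sets (0.0469), which argues against the shared arrays as the whole cause. RNA quality of the mutant arrays remains open, because only replicate 3 lacks an excess of the ACTB signal (−0.041, against 0.326 and 0.135 in pairs 1 and 2), though the median shift in that pair was 0.263 against 0.222 and 0.22. Remaining activity of the mutated fusion cannot be told apart from these, since 197 genes that fell with JNKi had a median shift of 0.03 in mutant cells (120 higher, percentile 91.4 among random sets). By Western blot in MDA231-LM2 cells, the study reported robust JNK pathway induction with MKK7-JNK and not with the mutated fusion. Protein was not measured here.

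Chance as the source of each result was examined by regrouping the arrays. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split gave 1534 genes for MKK7-JNK against empty vector, 494 against the mutant, 1223 for JNKi and 1 for the mutant against empty vector, and it was the 1 split of 10 with as many, the highest of the others being 0, 0, 1 and 0. For lists the real values were 4, 6, 12 and 1 in the same order, and the highest of the others 7, 6, 3 and 9, with 7, 3, 1 and 7 of the 10 splits giving as many. In the transduced arm the splits with more lists kept some same-numbered arrays together, and among the 4 splits that part all pairs the highest of the others gave 3, 2 and 0 lists, so the list counts there also reflect a structure of the replicates. For MKK7-JNK against both controls pooled, chance can be excluded if arrays may be regrouped freely (1 of 84 splits, 1608 genes against at most 10, the latter in the split of replicate 3 of each group from the rest). These splits ran across replicate numbers, although same-numbered transduced arrays pair, so the share is approximate. The same holds for the splits used below for the signature and for genes raised against both controls. For the signature, 1 of 100 drawn joint splits, out of 400 possible, gave as many genes (34 against at most 7). The real groups with their directions turned, not all of them drawn, gave 25, 14 and 7 genes. Regrouping either comparison alone left at most 1 gene called. The joint result thus follows from the single comparisons, which have too few splits, and it is not taken to exclude chance in each. For genes raised against both controls 4 of 100 splits gave as many as the real 223 (highest other 279). The 3 others set the true MKK7-JNK arrays against regrouped controls, and no other drawn split gave more than 1 gene. The regrouping thus bears on whether the MKK7-JNK arrays differ from the rest. It cannot tell whether the genes exceed each control separately, and chance is not taken as excluded there. For the correlation of fold changes chance cannot be excluded (34 of 100 splits gave one as large in size, the real r being −0.0886 and the highest other 0.179).

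The signature here held 34 genes. That is lower than the value quoted from the study above, but the criteria may differ. The count here needs an adjusted p under 0.05 in the 1 probe set that represents each gene. The study's description of how the signature was made gives no p threshold and no rule for genes with several probe sets. Elsewhere it calls the changes significant, and its methods name empirical Bayes testing, Benjamini-Hochberg adjustment and a significance limit of 0.05. At 1.4-fold with no p threshold 52 genes were found here, still fewer than in the study, so a p threshold alone does not account for the difference. Taking a gene where any 1 of its probe sets met both criteria gave 41 genes, including all 34. SPP1 was not among them, whereas the study placed it in its signature and reported its changes by quantitative PCR as well. Its 2 probe sets were 1.38-fold and 1.01-fold higher with MKK7-JNK, and 1.13-fold and 1.06-fold lower with JNKi. Neither reached 1.4-fold in either arm, so the absence of SPP1 here does not rest on the p threshold. IL1B varied with an SD of 1.3 between empty vector arrays and 0.014 between vehicle arrays, with replicate 1 lowest in each transduced group. Empty vector against vehicle, which differ in arm, gave 0 genes with limma and 2289 at an unadjusted p under 0.05.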
